A study of Homo sapiens with 4 samples. Its data were reported in "Super enhancer related gene ANP32B promotes the proliferation of acute myeloid leukemia by enhancing MYC through histone acetylation" (2024).

How the data were processed

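RNA was sequenced from 4 cultures of Kasumi-1, an established acute myeloid leukemia (AML) cell line. The labels place 2 samples in a control group, called NC here, and 2 in a group with knockdown of ANP32B, called sh-ANP32B. The labels describe the NC samples as untreated and without a hairpin, whereas the methods of the study describe a control hairpin, so which of these the NC samples carried was not settled. The labels do not state which of the study's 3 ANP32B hairpins was used in either sh-ANP32B sample.

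The authors aligned the reads to the hg38 genome with HISAT2. The deposited values are TPM, a unit that divides the signal of each gene by its transcript length and by the total of its own sample. The unit was identified from the values, because the columns hold decimals and sum to between 997812 and 998314. The program by which the authors made the TPM values, its gene annotation and any filter were not stated. TPM keeps no sequencing depth, so the depth of each sample was unknown and no counting interval or detection floor was computed. TPM values are shares of a sample, so a change in a few abundant transcripts moves every other gene.

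The table held 18567 Ensembl gene IDs, of which 16986 were found in GENCODE v44 (hg38), the annotation used here for symbols, positions and GC content, and 1581 were not. The annotation used by the authors may differ. Every column of sample values was matched to a sample by its name. No value above 0 was identical between the replicates of either group, and the replicates were treated as separate samples.

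The design fixed before the data were examined assumed counts and provided for normalised values. As the unit proved to be TPM, the provided test was used. Genes with at least 1 TPM in at least 2 samples were kept, values were converted to log2(TPM + 1), and sh-ANP32B was compared with NC in all 4 samples by limma with an abundance trend (limma 3.58.1, R 4.3.3). P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. The study's criterion was also applied, an unadjusted p under 0.05 with a log2 fold change under -0.5 or over 0.5, although the study obtained its p-values from DESeq2, which needs counts and was not run here. An exact permutation test of 2 samples against 2 cannot give a two-sided p under 0.333, so none was run, and all gene p-values rest on limma's sharing of variance across genes.

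A panel of 13 genes named in the study and 11 gene sets were written by hand before the data were examined. The sets are not those of a published collection. Sets were tested with camera in limma, which asks whether the genes of a set shift relative to the other genes, with a preset inter-gene correlation of 0.01. The median of each set was also placed among 10000 random gene lists of matched abundance. Genes outside the panel are named by a rule: the 5 largest positive and the 5 largest negative log2 fold changes among genes with an adjusted p under 0.05 and both sh-ANP32B samples on the same side of both NC samples. The rule required a minimum average count, and as there were no counts a mean of at least 10 TPM was used instead. That limit was chosen once the unit was known and after the first lines of the table had been seen. SNORA77B, a gene of the panel, was not analysed here.

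The groups share the replicate numbers 1 and 2, which come from the sample titles, and nothing states that equal numbers were handled together. Across genes, the deviations of same-numbered samples from their group means had a Pearson r of -0.0925 and a Spearman rho of -0.168. Fits with the replicate number as a block are therefore given in both pairings, the stated one and the crossed one. The block leaves 1 residual degree of freedom against 2 without it. With the stated block limma estimated an infinite prior, which removes gene-to-gene differences in variance beyond the trend and makes some p-values extremely small.

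The gene test was tested on simulated data of 16817 genes with 200 changed genes in each of 10 runs. It recovered 51.5% of the changed genes, 5.25% of its calls were false, and 5.07% of unchanged genes had an unadjusted p under 0.05. The changed genes averaged at least 10 TPM and were given preset shifts, on which the recovered share depends. The values were drawn from the fitted limma model, with independent errors and equal variance in both groups. The error rates therefore check the code and do not cover the unequal, GC-related replicate spread of the real samples. On simulated sets of 60 genes, drawn without correlation between genes, camera gave a p under 0.05 for 1% of 100 unshifted sets and 100% of sets shifted by -0.5. The alternatives tried were other scalings between samples, other filters, a pseudocount of 0.1, GC correction by a loess fit in each sample, the replicate blocks, other variance models, other thresholds, other set tests, and leaving out each replicate. Several of these were first looked at during exploration. Scripts were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.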

Results

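The transcriptome of Kasumi-1 cells, an AML line, was measured by RNA sequencing in 2 NC samples and 2 samples with short hairpin RNA knockdown of ANP32B. The comparison addresses which genes change with knockdown of ANP32B, a member of the acidic nuclear phosphoprotein family. If the NC samples carried no hairpin, any effects of lentiviral infection and puromycin selection would be part of every difference given below. The deposited TPM values summed to 998314 and 998287 in NC replicates 1 and 2, and to 997812 and 997977 in sh-ANP32B replicates 1 and 2. These sums are fixed by the unit, and the depth of the samples is unknown. Between 15973 and 16540 genes reached 1 TPM in a sample. Transcripts of the 37 mitochondrial genes made up 12.9% and 13.1% of the NC values, and 11.4% and 8.43% of the sh-ANP32B values in replicates 1 and 2.

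ANP32B was examined first, because its level checks the sample labels. The gene (ENSG00000136938) lies on chromosome 9 of hg38 from 97983341 to 98015943 on the plus strand. Its level was 383.8 and 392 TPM in NC replicates 1 and 2, and 51.8 and 41.2 TPM in sh-ANP32B replicates 1 and 2. The mean was 388 ± 5.80 TPM in NC and 46.5 ± 7.53 TPM in sh-ANP32B (SD, n = 2 each), which is 11.99% of NC. The log2 fold change was -3.04 (SE 0.150, limma adjusted p 0.00516). With the replicate block the limma adjusted p was 9.4e-42, and with the crossed block it was 1.35e-06. The alternative that weakened this test most was limma without the abundance trend, with an adjusted p of 0.0929 at the same fold change. The paralog ANP32A had 201 ± 2.66 TPM in NC and 180 ± 2.94 TPM in sh-ANP32B (SD, n = 2 each), a log2 fold change of -0.16 (SE 0.119, limma adjusted p 0.461).

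The target sequences of the study's 3 hairpins were placed in hg38. Each matched the coding sequence of ANP32B on chromosome 9 once. The target of shRNA-1, GAAGAATTTGGACTTGATGAA, lies in exon 6 from 98012424 to 98012444. The target of shRNA-2, GAGGGCTTAACAGCTGAATTT, lies in exon 2 from 97994679 to 97994699. The target of shRNA-3, GCTTACCTACTTGGATGGCTA, lies in exon 4 from 98005059 to 98005079. Within 3 mismatches, shRNA-1 matched transcripts of 3 other tested genes, shRNA-2 of 3 and shRNA-3 of 2, and 0 of these were lower with an adjusted p under 0.05.

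The replicates did not differ equally in the groups. The within-group SD across the 16817 genes tested was 0.273 log2 units in NC and 0.356 in sh-ANP32B, a ratio of 1.30. A log2 difference over 1 was found for 532 genes between the NC replicates and for 857 genes between the sh-ANP32B replicates. The difference between the sh-ANP32B replicates followed the GC content of the longest transcript, with a Spearman rho of 0.577 across 15427 genes, whereas rho was -0.206 between the NC replicates. Genes are not independent replicates, and these values describe the libraries. In the 1543 genes lowest in GC content, sh-ANP32B replicate 2 lay below replicate 1 by a median log2 difference of -0.36, and in the 1543 highest the median difference was 0.44. The labels give no batch, so no comparison within batches could be made.

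**Figure D1:**
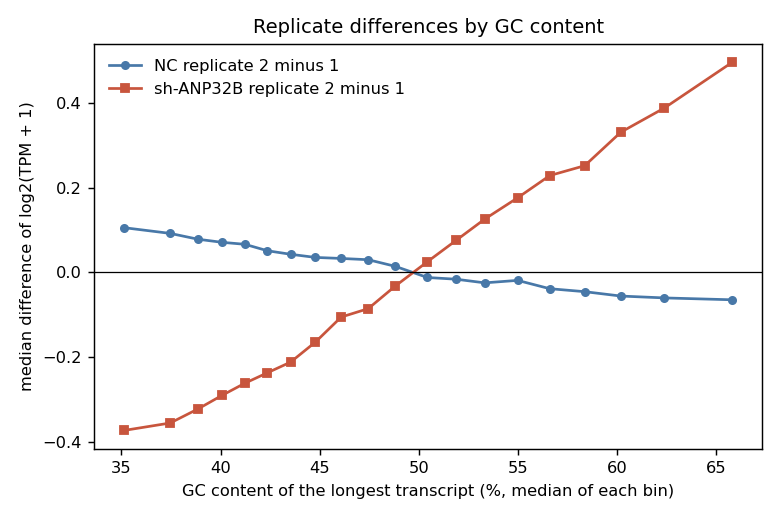
Median difference between replicates (replicate 2 minus replicate 1, in log2(TPM + 1) units) against the GC content of the longest transcript in percent, for 20 bins of genes. The sh-ANP32B line rises from -0.37 in the lowest bin to 0.49 in the highest, and the NC line falls from 0.11 to -0.06.

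Comparing the groups, limma gave an adjusted p under 0.05 for 559 of 16817 genes, of which 199 were lower and 360 higher in sh-ANP32B. The median absolute log2 fold change of these genes was 1.02. With the replicate block there were 1473 such genes, 491 lower and 982 higher, and with the crossed block 1995, 724 lower and 1271 higher. All 559 genes were among those of each block fit. The same-numbered samples did not deviate together (Pearson r -0.0925 across genes). After median-of-ratios scaling 294 genes were lower and 236 higher, and after GC correction 1270 were lower and 1075 higher, so that the excess of higher genes reversed under these settings, both of which centre the fold changes. The alternative that moved the count most upward was GC correction, with 2345 genes, and the one that moved it most downward was limma without the abundance trend, with 0 genes and 3701 at an unadjusted p under 0.05. At an adjusted p under 0.01 the count was 4.

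Under the study's criterion 1101 genes were lower and 2029 higher, so that 64.8% of the genes past it were higher. After median-of-ratios scaling 1508 were lower and 1501 higher, a share of 49.9%. With the replicate block 1180 genes were lower and 2178 higher, and with the crossed block 1215 and 2269. The criterion uses an unadjusted p, and 199 of the lower and 360 of the higher genes past it also had an adjusted p under 0.05. The values of the groups did not overlap in 9180 genes, or 54.6%, where chance alone gives 33.3% for a single gene in 2 samples against 2. Genes of the same libraries are not independent, so the share could lie far from that value without an effect of knockdown.

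**Figure D2:**
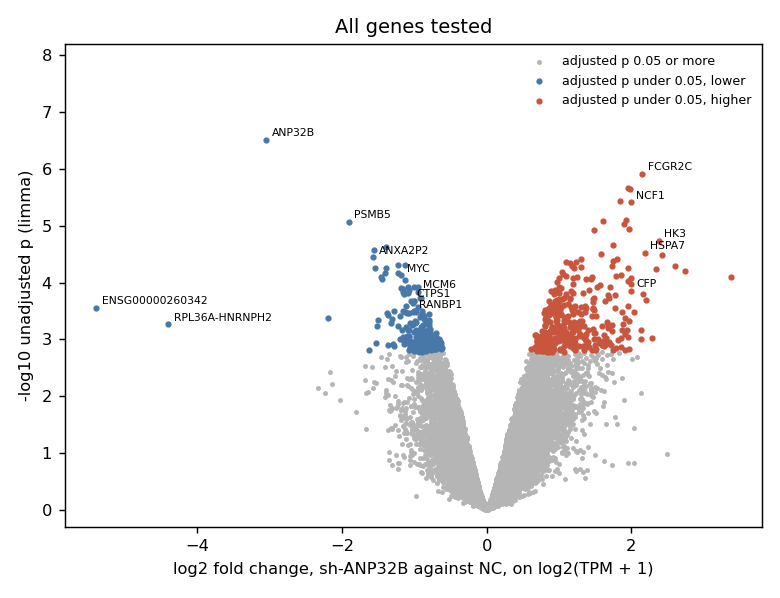
Log2 fold change of sh-ANP32B against NC on the log2(TPM + 1) scale (horizontal axis) and -log10 of the unadjusted limma p (vertical axis) for the 16817 genes tested. Coloured points are the 199 lower and 360 higher genes with an adjusted p under 0.05, and named points are genes given in the text.

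The study followed MYC as a gene downstream of ANP32B. MYC (ENSG00000136997), on chromosome 8 from 127735434 to 127742951 on the plus strand, had 130.8 and 143.8 TPM in the NC replicates and 56.7 and 63.2 TPM in the sh-ANP32B replicates. The means were 137 ± 9.13 and 59.98 ± 4.61 TPM (SD, n = 2 each), with a log2 fold change of -1.18 (SE 0.137, limma adjusted p 0.0261). The limma adjusted p was 1.21e-05 with the replicate block and 0.00129 with the crossed block. Without the abundance trend it was 0.114.

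Of the 13 panel genes 12 were tested, and 11 of them had a negative log2 fold change. The panel was taken from the study that reported these data, which described several of its genes as lower after knockdown. The counts of lower and of significant panel genes are therefore no independent evidence. An adjusted p under 0.05 was reached by 5 genes when adjusted over all genes and by 9 when adjusted over the panel alone. The count over all genes was 6 with the replicate block, 8 with the crossed block and 9 after GC correction. Besides ANP32B and MYC, the genes with a limma adjusted p under 0.05 over all genes were CTPS1 (log2 fold change -1.04), MCM6 (-0.95) and RANBP1 (-1.01). CCNB1, CDK2 and BCL2 fell by 0.64, 0.61 and 0.92 on the log2 scale, with limma adjusted p of 0.0905, 0.0608 and 0.0736. These calls depended on the fit. The limma adjusted p was 0.0213, 0.0210 and 0.0387 with the crossed block, and 0.0155, 0.0136 and 0.0276 after GC correction. It was 0.0354, 0.0586 and 0.0511 with the replicate block, and 0.190, 0.154 and 0.114 without the abundance trend. PLK1 had a log2 fold change of -0.42 and a limma adjusted p of 0.103, which was 0.0139 after GC correction and 0.224 with the replicate block. The study also reported lower MYC, CCNB1, CDK2, BCL2 and PLK1 in Kasumi-1 by qRT-PCR and western blot. Those assays were not analysed here. BAX had a log2 fold change of 0.24 (limma adjusted p 0.476), which did not exceed the spread between replicates. TRMT2A had 32.2 and 54.4 TPM in the sh-ANP32B replicates against 47.6 and 48.0 TPM in NC, with a log2 fold change of -0.19 (SE 0.244, limma adjusted p 0.697), which also did not exceed that spread. TRMT2A and RANBP1 overlap on opposite strands of chromosome 22, and whether the counting used strand is not stated, so both values are uncertain.

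**Figure D3:**
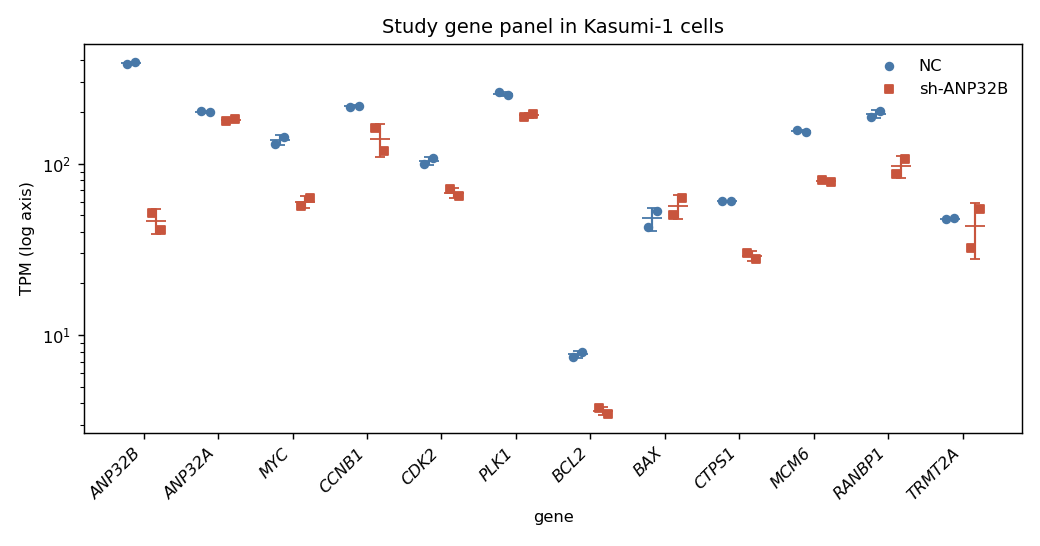
TPM of the 12 panel genes on a log axis in NC (circles) and sh-ANP32B (squares), with each point 1 sample, the horizontal dash the group mean and the bar the SD (n = 2). ANP32B falls from 388 to 46.5 TPM and MYC from 137 to 59.98 TPM, while the groups overlap for BAX and TRMT2A.

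Outside the panel, the named genes with the lowest fold changes were ENSG00000260342, RPL36A-HNRNPH2, PSMB5 and ANXA2P2, with ANP32B among the same 5. PSMB5, on chromosome 14, had 77.9 and 80.5 TPM in NC and 18.6 and 22.4 TPM in sh-ANP32B, with a log2 fold change of -1.91 (SE 0.157, limma adjusted p 0.0154). ANXA2P2 is a processed copy of ANXA2 with which it may share reads, and its log2 fold change of -1.56 is uncertain. ENSG00000260342 is a locus spanning RPS15A and ARL6IP1. It had 161.2 and 43.7 TPM in NC, was listed at 0 in sh-ANP32B replicate 1 and had 3.11 TPM in replicate 2, while RPS15A and ARL6IP1 had log2 fold changes of -0.02 and 0.04. RPL36A-HNRNPH2 had 39.1 and 59.1 TPM in NC, 4.40 TPM in sh-ANP32B replicate 1 and was listed at 0 in replicate 2, while RPL36A and HNRNPH2 had log2 fold changes of -0.13 and 0.23. Reads of both loci can be assigned to the genes they span, so their values are uncertain, and neither kept an adjusted p under 0.05 with a pseudocount of 0.1.

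The 5 named genes with the highest fold changes were HK3, HSPA7, FCGR2C, CFP and NCF1. HK3, on chromosome 5, had 6.10 and 5.17 TPM in NC and 28.2 and 39.3 TPM in sh-ANP32B, with a log2 fold change of 2.38 (SE 0.221, limma adjusted p 0.0241). CFP, on chromosome X, had 8.56 and 7.08 TPM in NC and 26.8 and 43.3 TPM in sh-ANP32B, with a log2 fold change of 2.00 (SE 0.257, limma adjusted p 0.0304). The log2 fold changes of HSPA7, FCGR2C and NCF1 were 2.18, 2.15 and 1.99. Each of these has near-identical relatives in the genome with which it can share reads, and their values are uncertain.

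The study tested MYC, E2F and G2M gene sets for enrichment, and hand-written sets for the same processes were compared here. The MYC target set had a mean log2 fold change of -0.46 (SD 0.378 across 60 genes, 54 lower), with a camera adjusted p of 1.2e-18. The E2F and replication set had a mean of -0.76 (SD 0.214, all 60 genes lower, camera adjusted p 8.35e-37), and the G2/M and mitosis set a mean of -0.56 (SD 0.193, all 59 genes lower, camera adjusted p 1.19e-27). With the replicate block the camera adjusted p of these sets was 9.06e-17, 1.26e-38 and 5.12e-24. None of the 10000 random lists of matched abundance had a median as low as any of the 3 sets. The preset inter-gene correlation decides the camera p-values. With the correlation estimated from the data the camera adjusted p was 0.072, 0.072 and 0.142. In that test 0 of the 11 sets passed, against 4 at an unadjusted p under 0.05. Fry, a rotation test that takes each set on its own and uses no preset correlation, gave an adjusted p of 0.0142, 0.0142 and 0.0307. It does not compare a set with the other genes.

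With the preset correlation 8 of the 11 sets had a camera adjusted p under 0.05, and 8 did with the replicate block as well as with the crossed block. The myeloid differentiation set was higher in all 33 genes tested, with a mean log2 fold change of 0.83 (camera adjusted p 3.82e-14). The TNF and NF-kB response set had a mean of 0.42 (41 of 50 genes higher, camera adjusted p 5.12e-06) and the lysosome set a mean of 0.39 (33 of 38 genes higher, camera adjusted p 1.64e-05). The oxidative phosphorylation and cytosolic ribosomal protein sets had means of -0.13 and -0.12, with camera adjusted p of 0.000204 and 0.000137. Their medians lay at percentiles 0.8 and 6.44 of the random lists of matched abundance. Without sh-ANP32B replicate 1 the means of these sets were -0.07 and -0.05, and without sh-ANP32B replicate 2 they were -0.20 and -0.18. Their adjusted p was 0.13 and 0.178 under fry, a rotation test of the set on its own, and that of the ribosomal set was 0.176 after quantile normalization. The p53 target, interferon response and histone acetyltransferase and deacetylase sets had means of 0.18, 0.18 and 0.18, with camera adjusted p of 0.326, 0.0764 and 0.187. Under fry the p53 target set and the histone acetyltransferase and deacetylase set had an adjusted p of 0.0194 and 0.0215. That test does not set them against the other genes, and the median log2 fold change of all genes was 0.0827. The medians of the p53 target set and the histone acetyltransferase and deacetylase set lay at percentiles 55.75 and 86.84 of the random lists. After GC correction their means were 0.10 and 0.06. Among genes with at least 1 TPM in every sample the interferon response set had a mean of 0.26 and a camera adjusted p of 0.0255, and 9 sets passed.

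**Figure D4:**
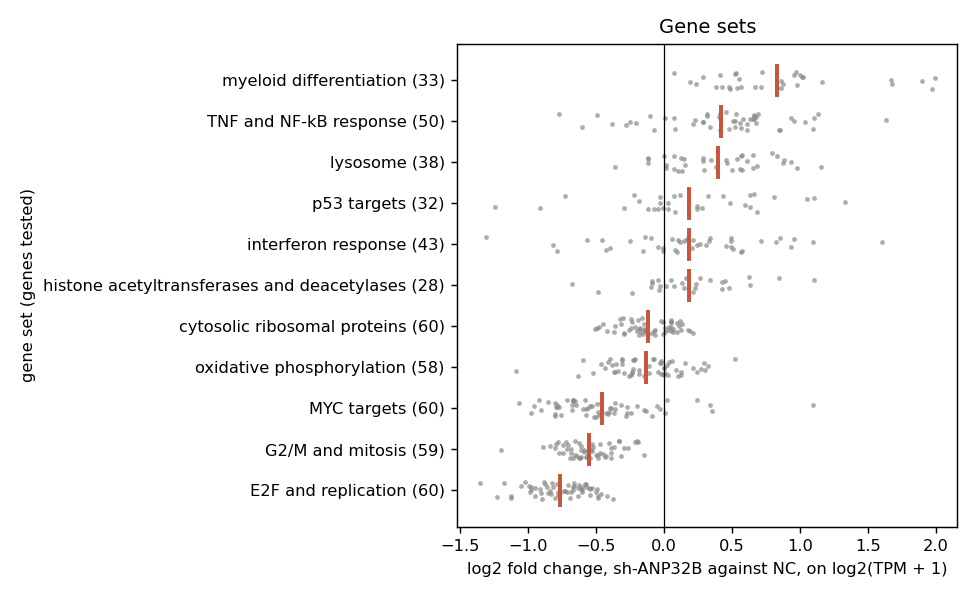
Log2 fold change of sh-ANP32B against NC on the log2(TPM + 1) scale for each tested gene (grey points, spread vertically for legibility) of 11 hand-written sets, with the set mean as a vertical bar. The means run from -0.76 for the E2F and replication set to 0.83 for the myeloid differentiation set.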

Values the study reported

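The study reported 1923 genes with significantly lower expression in Kasumi-1 cells after knockdown of ANP32B. For MV4-11, an AML line not analysed here, it reported 4915 lower genes.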

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

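ANP32B kept its direction in 14 alternative fits, with a log2 fold change between -3.14 and -3.04 and a limma adjusted p between 9.4e-42 and 0.0929. MYC did so between -1.27 and -1.18, with a limma adjusted p between 1.21e-05 and 0.114. Both lost significance in 1 of these, limma without the abundance trend, where the fold changes stayed at -3.04 and -1.18. The means of the MYC target, E2F and replication, and G2/M and mitosis sets ranged from -0.56 to -0.46, from -0.85 to -0.76 and from -0.65 to -0.56 over 15 alternatives. The sets were not tested without the abundance trend. In the 15 alternatives they lost significance only with the inter-gene correlation of camera estimated from the data. There the means were -0.46, -0.76 and -0.56 and the camera adjusted p 0.072, 0.072 and 0.142. In that test 0 of the 11 sets passed, against 8 with the preset correlation, and 4 had an unadjusted p under 0.05. The estimated correlation averaged 0.0376 across sets, above the preset 0.01, and rests on 2 residual degrees of freedom. Under fry 8 sets also passed, but not the same ones: the oxidative phosphorylation and ribosomal protein sets were lost, and the p53 target and histone acetyltransferase and deacetylase sets were gained.

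The count of genes with an adjusted p under 0.05, 559 as reported, was 1473 with the replicate block, 1995 with the crossed replicate block, 2345 with GC correction, 1514 with the replicate block with GC correction, 959 over protein-coding genes only, 301 with an absolute log2 fold change over 1 as well, 4 at an adjusted p under 0.01, and 0 without the abundance trend, where 3701 genes had an unadjusted p under 0.05. Of the 2345 genes after GC correction, 552 were among the 559. The cause of the other shifts was not tested. The number of panel genes with an adjusted p under 0.05, 5 as reported, was 9 with GC correction, 8 with the replicate block with GC correction, 8 with the crossed replicate block and 0 without the trend. Under the study's criterion, requiring an adjusted p left 199 lower and 360 higher genes, and an absolute log2 fold change over 1 left 188 lower and 555 higher genes.

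The share of higher genes past the criterion, 64.8% as reported, was 49.9% after median-of-ratios scaling (1508 lower, 1501 higher), 55.1% after upper-quartile scaling (1354 and 1664), 57.4% without mitochondrial genes (1299 and 1751), 49.6% after quantile normalization (1507 and 1482) and 49.2% after GC correction (1544 and 1494). Among genes with an adjusted p under 0.05, 199 lower and 360 higher as reported, median-of-ratios scaling gave 294 lower and 236 higher and GC correction 1270 and 1075. The excess of higher genes was kept at this threshold with quantile normalization (234 lower, 244 higher), upper-quartile scaling (232 and 257) and mitochondrial genes left out (227 and 308). Median-of-ratios scaling, quantile normalization and GC correction centre the fold changes, with a median over all genes of 6e-04, -0.0081 and -6e-04 against 0.0827 as reported, and this in itself pulls the split toward balance. Upper-quartile scaling and leaving out mitochondrial genes moved the median only part of the way, to 0.0274 and 0.0429. Both kept more higher than lower genes past the criterion.

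Leaving out each replicate leaves 1 sample in a group, so only fold changes were computed. Across the 4 fits that each left out one replicate, the log2 fold change ranged from -3.20 to -2.88 for ANP32B and from -1.26 to -1.10 for MYC, and the set means from -0.50 to -0.41, from -0.82 to -0.71 and from -0.65 to -0.46 for MYC targets, E2F and replication, and G2/M and mitosis. With 2 samples per group such a shift cannot exceed the pooled SD, so its size shows no stability. The sign was kept in 127 of 128 fold changes, the exception being TRMT2A, at 0.18 without sh-ANP32B replicate 1.

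Among other genes, 29 of 262 comparisons with the reported value changed, 14 weaker and 15 stronger, and among other sets 11 of 120 changed, 8 weaker and 3 stronger. No fold change of a named gene or mean of a set reversed in the alternatives that gave a test, whereas the excess of higher genes did reverse, as given above. The scalings without mitochondrial genes, over protein-coding genes and by quantiles, the filters of 1 TPM in every sample and of GENCODE IDs, the crossed block and limma without trend were chosen after seeing the data. TMM factors, DESeq2, DESeq2 size factors in edgeR, count filters and a prior count on CPM need counts and were not run. Scaling by library totals alone is what TPM already does. Median-of-ratios and upper-quartile scaling were applied to the TPM values. Unknown depth limits the low genes, whose counting error cannot be separated from other variation.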

Other observations

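The tests of the higher share, of the sets against GC-matched lists, of the E2F and MYC difference and of the gene IDs below were chosen after their results or the values behind them had been seen, and the GC test of the replicate spread was prompted by genes seen in exploration.

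The number of lower genes past the study's criterion was 1101 here, and 1508 after median-of-ratios scaling. Over the settings with the same thresholds it ranged from 898 to 1558. The lowest was over protein-coding genes only, and the highest was with the replicate block with GC correction. All of these are lower than the value quoted from the study above, and the size of the gap depends on the setting.

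The sh-ANP32B replicates differed more than the NC replicates. Noise of low genes does not explain it, since the ratio of the within-group SDs was 2.03 among the 3690 genes averaging at least 50 TPM. The mitochondrial share does not explain it either, as the ratio was 1.28 without mitochondrial genes. GC content remains, with a Spearman rho of 0.577 across genes, and GC correction brought the ratio from 1.30 to 1.16. A candidate explanation is that the 2 sh-ANP32B libraries were prepared or amplified differently, although different hairpins could also differ in this way, and the labels tell neither. TRMT2A, chosen after its values were seen, has a log2 fold change of -0.19 that became -0.42 after GC correction (limma adjusted p 0.104, with a range over its alternatives from 0.0994 to 0.744).

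More genes rose than fell past the criterion. Median-of-ratios scaling gave 49.9% higher, but this scaling centres the fold changes and so pulls the share toward balance whatever the cause. Leaving out mitochondrial genes gave 57.4%, between the reported 64.8% and balance. It does not centre the fold changes fully, but it moved their median from 0.0827 to 0.0429, so part of the same pull applies. The excess also depended on GC content. Across genes the Spearman rho of GC content with the log2 fold change was 0.161. Of the genes past the criterion 51.6% were higher in the 7714 genes of lower GC content (598 lower, 638 higher) and 75.3% in the 7713 of higher GC content (404 lower, 1233 higher). A single factor per sample would shift genes of any GC content, so scaling alone leaves this difference unexplained. GC bias between libraries is a candidate explanation, and GC-rich genes could also have risen in the cells. Scaling, GC bias and biology cannot be told apart here.

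The lower MYC target, E2F and G2/M sets were tested against GC content and transcript length. After GC correction the set means were -0.56, -0.84 and -0.61. The correction also centres the fold changes, moving the median of all genes from 0.0827 to -6e-04, so the means were compared relative to that median, a comparison added after seeing the data. Relative to it they were -0.54, -0.85 and -0.64 before the correction and -0.56, -0.84 and -0.61 after it. As the correction hardly moved the sets in that comparison, random lists matched on GC content were used as well. Their means were 0.104, 0.0624 and 0.0517, and 0 of 10000 lists had a mean as low as that of any of the 3 sets. Random lists matched on transcript length had means of 0.0873, 0.0822 and 0.088. Lists of matched GC content or length did not share the shift of these sets. Reads shared between gene copies and differences in library preparation were not tested, so the pattern is not called biological.

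The E2F and replication set fell further than the MYC target set, by a difference of -0.31 in mean log2 fold change, and -0.32 after subtracting the means of abundance-matched lists. A two-sided permutation of genes between the sets gave a p of 1e-05, the smallest that 100000 resamples can give. Genes within a set are not independent and the p is too small for that reason. One hypothesis is that fewer cells were cycling in the sh-ANP32B samples, which may lower replication genes beyond any change in MYC targets. By flow cytometry the study reported fewer Kasumi-1 cells in the S and G2/M phases after knockdown. Whether this accounts for the difference between the sets was not tested, and bulk RNA cannot separate the possibilities.

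Silencing of other genes through the hairpin seed was tested for each hairpin, since the labels do not say which was used. Genes with the 7-base seed site in the 3′ UTR were compared with the other genes among 11228, and the difference was ranked among control words of the same GC content and similar frequency. The differences were -0.04, -0.04 and 0.01 for shRNA-1, shRNA-2 and shRNA-3, at percentiles 16.6, 14.2 and 50 of 1001, 653 and 1054 control words. After GC correction the differences were 0.01, 0.01 and 0.03, at percentiles 15.2, 15.2 and 69.6, so the negative differences disappeared while the ranks stayed similar for shRNA-1 and shRNA-2. None lay under the fifth percentile set beforehand, so seed silencing was not detected.

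The gene count was set against the other splits of the 4 samples. Only 1 of the 3 splits, the real one, gave as many genes with an adjusted p under 0.05. The others gave 0 and 0, with 241 and 296 at an unadjusted p under 0.05. With 3 splits the share cannot be under 0.05. Each of the other splits places 1 NC and 1 sh-ANP32B sample on either side. The difference between the groups then counts as spread within a side and lowers the number of genes. For both reasons the comparison cannot decide whether the real count exceeds chance. The real split parts both same-numbered pairs, as does the split with 296 genes, while the split with 241 keeps each pair together.

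The 1581 gene IDs outside GENCODE v44 were tested as second copies of annotated genes. The share with an annotated gene within 0.1 log2 units in all 4 samples was 0.784 times that of abundance-matched annotated genes. That measure is close to saturated, since 66.6% of the annotated genes also had such a match, and it cannot decide the question. A second test, chosen after that result, was limited to genes with an adjusted p under 0.05 and gave a ratio of 0.886. Neither test backs the hypothesis.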
